A study of Mus musculus with 44 samples.

How the data were processed

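Polyadenylated RNA was measured in 24 mouse kidney libraries and chromatin contacts in 20 4C-seq libraries from liver and kidney, per the labels' protocols. Groups, time points and replicate letters were taken from the labels alone. No group was formed from measured values.

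The authors deposited TPM per transcript for each RNA library, with kallisto named in the file name given in the labels. Each deposited TPM column sums to between 999999 and 1000001, so TPM keeps no depth and no counting interval was computed. The version, index and annotation release were not stated per the file headers and labels. For each 4C-seq bait the authors deposited a smoothed contact signal (a score whose scale is not stated) per tissue and restriction fragment within 2000 kb of the bait, per the file headers and values. The authors also deposited a variance belonging to each signal, a Z-score of liver against kidney, and a p-value belonging to that Z-score, per the file headers. The sign of the deposited Z-score was that of liver minus kidney in 99.75% of fragments or more for each bait, checked on the values. The 2 libraries of a tissue were already combined in the deposited score, so their spread cannot be recovered. The genome build and the smoothing were not stated per the file headers.

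Transcripts were summed to genes through the GENCODE M21 annotation (GRCm38) by Ensembl transcript identifier without its version. Of 88198 transcripts, 86119 matched a gene and 2079 did not, of which 524 had a mean of at least 1 TPM. The unmatched transcripts held 1.35% to 2.24% of TPM per library. They were left out of the gene sums and tested on their own. Of all transcripts, 10779 were listed at 0 in every library. Any value above 0 was found for 24733 genes. All 24 sample columns were used.

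Values were analysed as log2(TPM + 0.1) for the 12874 genes with a mean of at least 1 TPM over the 24 libraries. limma 3.58.1 (lmFit, then eBayes with trend and robust options) in R 4.3.3 was used for each test, with Benjamini-Hochberg adjustment over the genes tested and an adjusted p-value under 0.05 as the threshold. The genotype difference was the genotype coefficient of a model with time as a 6-level factor. Rhythm was tested by the moderated F statistic of a 24-hour cosine and sine, fitted per genotype with a separate mean for each and 1 residual spread per gene. The difference in rhythm was the moderated F statistic of the genotype difference in both terms. Peak-to-trough values are the fitted maximum minus the fitted minimum on the log2 scale, with standard errors from the model. Classes came from the Bayesian information criterion over 5 models, with a gene placed where its criterion weight was at least 0.6. All tests were two-sided or F tests.

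These models, the thresholds, the gene lists and the rule for naming genes were set before the data were examined. The rule named Arntl first, the clock list (18 genes, among them Arntl, Clock, Npas2, Per1, Per2, Per3, Cry1, Cry2, Nr1d1, Nr1d2, Dbp, Tef, Hlf, Nfil3, Bhlhe40, Bhlhe41 and Ciart) and the genes the baits are named for. The Pi3kap1 bait was read as lying at Pik3ap1. The rule then named up to 3 further genes with the smallest p-values for each of the 4 tests, and for the genotype difference required the same sign at all 6 time points. The other lists were 10 heat shock genes, a pair of cold-induced genes, 10 sterol synthesis genes and 12 renal transport genes. Lists of Y-linked, male-high kidney and female-high kidney genes were written after the data had been looked at and before those genes were tested. Genes named outside the rule were chosen after their values were seen.

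The tests were first run on simulated data for the 12874 genes, with known changes of 1 log2 unit. The genotype test recovered 97.5% of changed genes, with 3.5% of its calls unchanged. The WT rhythm test recovered 85.8% with 5.8% unchanged calls, the KO rhythm test 86.5% with 4.7%, and the difference test 71.8% with 4.7%. The median error of the fitted peak time was 0.299 h over 343 genes. The classes recovered 79%, 80.5% and 76% of WT-only, shared and KO-only genes, but most of their placements were genes simulated otherwise. Each of these classes was simulated in 200 genes, and the share of wrong placements depends on that number.

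The 4C-seq fragment offsets were matched to GATC sites of GRCm38, and 100% of the fragments of each bait matched at 1 position. The planned comparison of windows between tissues needed each library's values and could not be run on the pooled tables. In its place, chosen after the data were seen, the p-values of the authors' deposited tables were adjusted by the Benjamini-Hochberg method within each bait. Fragments under 0.05 were joined across gaps of up to 10 kb where the sign was the same. The 2 regions with the smallest p-values per bait were named.

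Alternatives covered the pseudocount (1 and 0.01), the filter (none, or a mean of at least 5 TPM), median-of-ratios scaling, the replicate letter as a block (over all libraries and, chosen after seeing the data, within each genotype), eBayes without its options, time models, thresholds, class criteria and each library left out in turn. For other splits of the samples, 100 were used per result. Models for counts were not used, since no file holds counts. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables, the 4C-seq regions and the figures.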

Results

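Kidney RNA was measured in 24 libraries from mice of the 129SV strain on night-restricted feeding. The mice carried either a functional Arntl gene (WT) or a knockout of it (KO). Arntl, also called Bmal1, encodes a transcription factor of the circadian clock. Kidneys were taken at zeitgeber times (ZT) 0, 4, 8, 12, 16 and 20, and each of the 12 combinations of genotype and time held 2 libraries, A and B. Contacts of 5 genomic bait sites were measured by 4C-seq, which sequences DNA ligated to a bait fragment after crosslinking, in liver and kidney of C57BL/6 mice fed ad libitum. Each bait had 2 liver and 2 kidney libraries, taken at ZT8 for the Pi3kap1 bait and at ZT20 for the other 4 baits. The RNA values were TPM, transcript abundances scaled to the same total per library, so each library summed to between 999999 and 1000001, and the sequencing depth is unknown. Between 12398 and 12911 genes reached at least 1 TPM per library. Across genes, the Pearson correlation of log2 values between the 2 libraries of a group ranged from 0.948 to 0.964, and genes are not independent replicates. Mitochondrial genes took 40.5% ± 1.31 (SD, n = 12) of TPM in WT and 37.6% ± 1.98 (SD, n = 12) in KO.

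The targeted gene was examined first, as a check of the labels. Arntl (ENSMUSG00000055116, GRCm38 chromosome 7, 113207465 to 113314126, plus strand) ranged from 0.295 to 12.9 TPM across the 12 WT libraries. Its WT mean was highest at ZT0, at 12.7 TPM ± 0.357 (SD, n = 2), and lowest at ZT12, at 0.411 TPM ± 0.164 (SD, n = 2). In the KO libraries Arntl transcripts were still detected, and lay between 4.19 and 6.28 TPM in all 12. Its fitted peak-to-trough difference was 4.99 log2 units (SE 0.20) in WT and 0.20 (SE 0.20) in KO. The mean log2 change between genotypes was 1.002 (SE 0.44, adjusted p 0.057), with KO higher at 4 of 6 time points. Arntl passed the threshold for this change in 7 of the 24 fits that each left out 1 library, with adjusted p-values down to 0.0336. Arntl did not separate the genotypes at ZT4, where the WT libraries held 6.16 and 4.72 TPM and the KO libraries 6.28 and 4.98.

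Other clock genes set 1 library apart from its label. In the library labelled KO ZT4 replicate A, Cry1 was at 1.03 TPM, against 0.845 and 1.203 in the WT libraries at ZT4 and 11.5 to 17.8 in the other 11 KO libraries. Nr1d1 was at 23.9 TPM in that library, against 22.03 and 32.95 in WT at ZT4 and 1.24 to 3.46 in the other KO libraries. On the first principal component, which carried 26.1% of the variance, this library lay at -8.3. The other KO libraries lay between 18.4 and 51 and the WT libraries between -44.8 and -9.4. It was kept under its label in every comparison, and values without it are given where it changed a call.

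The first comparison asked which genes differed in level between KO and WT kidneys once the time of day was accounted for. Of 12874 genes with a mean of at least 1 TPM, 7844 differed at an adjusted p-value under 0.05 (limma), and 8374 at an unadjusted p under 0.05. As deposited, 6555 were higher and 1289 lower in KO, so 83.6% were higher. The median log2 change of all genes tested was 0.148. Under median-of-ratios scaling, which sets the median change near 0 (0.002) by construction, 5700 genes passed, 2844 higher and 2856 lower (49.9% higher), and 4149 genes passed under both scalings. With each library rescaled to its total without the 20 most abundant genes, 5954 passed and 67.6% were higher. Those 20 genes, of which 13 were mitochondrial, held 51.2% ± 1.1 (SD, n = 12) of TPM in WT and 48.2% ± 1.5 (SD, n = 12) in KO. The directions of small changes therefore depended on the scaling. Among the 7844 genes the median absolute change was 0.28 log2 units. A change of at least 1 log2 unit was seen in 187 genes that were higher and 190 that were lower in KO. The sign was the same at all 6 time points in 5793 of the 7844.

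The 3 genes with the smallest p-values outside the clock list were all higher in KO at 6 of 6 time points. Rps15a-ps8 (ENSMUSG00000084403, chromosome 4, 53791070 to 53791456, minus strand), annotated as a processed pseudogene, rose from 0.154 TPM ± 0.172 (SD, n = 12) in WT to 4.37 TPM ± 1.27 (SD, n = 12) in KO. Its log2 change was 4.32 (SE 0.27, adjusted p 1.21e-08), and reads shared with related sequences were not separable here. St3gal6 (ENSMUSG00000022747, chromosome 16, 58468125 to 58524243, minus strand) rose by 0.67 log2 units (SE 0.05, adjusted p 2.09e-07). Ildr1 (ENSMUSG00000022900, chromosome 16, 36693978 to 36726804, plus strand) rose by 1.10 log2 units (SE 0.09, adjusted p 2.3e-07).

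Of the clock list, 17 of 18 genes were tested, since Bhlhe41 had a mean of 0.739 TPM. Adjusted over all genes, 13 differed in level between genotypes, and 14 did when adjusted over the list alone. Npas2 rose by 3.26 log2 units (SE 0.47, adjusted p 1.95e-05) and Cry1 by 2.01 (SE 0.34, adjusted p 7.85e-05), each higher in KO at 6 of 6 time points. Nr1d2 had a log2 change of -2.72 (SE 0.31, adjusted p 1.66e-06) and Per3 of -1.44 (SE 0.25, adjusted p 7.97e-05), each lower in KO at 6 of 6 time points. Dbp had a log2 change of -1.64 (SE 0.52, adjusted p 0.0111) and was lower in KO at 4 of 6. Per1 changed by -0.05 (SE 0.17, adjusted p 0.808), Hlf by 0.12 (SE 0.15, adjusted p 0.478) and Bhlhe40 by -0.16 (SE 0.12, adjusted p 0.246). Without time in the model Per2 did not pass (adjusted p 0.091, against 0.0236 with it). Bhlhe40 passed under median-of-ratios scaling (log2 change -0.31, adjusted p 0.0377).

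The second set of comparisons asked which transcripts followed a 24-hour rhythm in each genotype while feeding was restricted to the night. A single 24-hour cosine was fitted per genotype, with both genotypes sharing 1 estimate of spread per gene. In WT, 1761 genes were rhythmic at an adjusted p-value under 0.05 (3756 at an unadjusted p under 0.05). In KO, 468 were rhythmic (2711 unadjusted). The KO count rested on the shared spread. A fit of the 12 KO libraries alone found 12 genes (1694 unadjusted), or 11 without the library labelled KO ZT4 replicate A, while a fit of the 12 WT libraries alone found 2843. The median residual SD was 0.13 log2 units in WT, 0.17 in KO, and 0.16 in KO without that library. The KO count was 272 without KO ZT0 replicate B and 626 without KO ZT0 replicate A.

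In both genotypes 214 genes were rhythmic, 165 of them with peaks within 3 h of each other, and their median peak difference was 1.64 h. Genes rhythmic in WT had a median peak-to-trough difference of 0.52 log2 units in WT and 0.28 in KO. Genes rhythmic in KO had 0.54 in KO and 0.36 in WT. These sets were chosen on the genotype named first, which favours a larger value there. A peak-to-trough difference of at least 1 log2 unit was reached by 211 of the genes rhythmic in WT and by 71 of those rhythmic in KO. In WT, the fitted peaks of 477 genes fell in the 4-hour bin centred on ZT0, 512 in that on ZT8 and 468 in that on ZT20, and 51 in that on ZT16. In KO, 120 fell around ZT0 and 118 around ZT4, and 32 around ZT16.

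**Figure D1:**
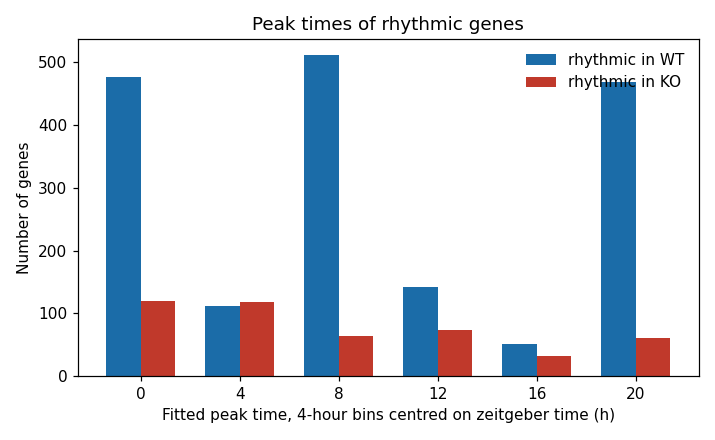
Number of genes by fitted peak time, in 4-hour bins centred on each zeitgeber time, for the 1761 genes rhythmic in WT and the 468 rhythmic in KO. WT peaks gathered around ZT0, ZT8 and ZT20, with 477, 512 and 468 genes.

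A rhythm past the threshold in 1 genotype only is no test of a difference, so the difference itself was tested. It passed for 81 genes (1758 at an unadjusted p under 0.05). The peak-to-trough difference was smaller in KO for 67 of them and larger for 14. The count was 112 without the library labelled KO ZT4 replicate A, with 73 genes in common. Leaving out WT ZT4 replicate B gave the lowest count, 37. With time as a 6-level factor in place of the cosine, 23 genes passed.

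The 3 genes with the smallest p-values for WT rhythm outside the clock list were Leo1, Slc16a1 and Calr. Slc16a1 (ENSMUSG00000032902, chromosome 3, 104638668 to 104658462, plus strand) had a peak-to-trough difference of 2.28 log2 units (SE 0.16) in WT, peaking at 23.8 h (SE 0.27), and of 0.23 (SE 0.16) in KO. The difference in rhythm had an adjusted p of 5.5e-06. Leo1 (ENSMUSG00000042487, chromosome 9, 75441524 to 75466432, plus strand) had 1.54 (SE 0.10) in WT and 0.29 (SE 0.10) in KO, with an adjusted p for the difference of 5.42e-05. Ndrg1 (ENSMUSG00000005125, chromosome 15, 66929318 to 66969640, minus strand), named for the difference, had 1.78 (SE 0.16) in WT and 0.29 (SE 0.16) in KO, with an adjusted p of 5.87e-05. Calr (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934, minus strand) was rhythmic in both genotypes. Its peak-to-trough difference was 0.94 log2 units (SE 0.07) in WT, peaking at 22.6 h, and 0.87 (SE 0.07) in KO, peaking at 22.3 h, and the difference did not pass (adjusted p 0.793). Pdia6 (ENSMUSG00000020571, chromosome 12, 17266545 to 17284770, plus strand) had 0.94 (SE 0.08) in WT and 0.72 (SE 0.08) in KO. Decr2 (ENSMUSG00000036775, chromosome 17, 26081208 to 26090337, minus strand) had 0.52 (SE 0.11) in WT and 0.96 (SE 0.11) in KO, and its difference did not pass (adjusted p 0.155).

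In WT, 16 of the 17 tested clock genes were rhythmic, over all genes and adjusted over the list alone. Bhlhe40 was the exception (adjusted p 0.176). Dbp had a peak-to-trough difference of 6.04 log2 units (SE 0.24) peaking at 10.6 h, and Nr1d1 of 4.76 (SE 0.61) peaking at 8.13 h. Hlf had 0.95 (SE 0.24, adjusted p 0.0311), and did not pass with no filter on low values or without any 1 of 4 WT libraries (adjusted p-values of 0.0518 to 0.09). In KO, Per1 alone passed (1.81 log2 units, SE 0.39, adjusted p 0.0279), over all genes and adjusted over the list alone, and 5 clock genes had an unadjusted p under 0.05. Per1 did not pass in the fit of KO alone (adjusted p 0.131) or without the library labelled KO ZT4 replicate A (0.0637), KO ZT0 replicate B (0.0513), KO ZT4 replicate B (0.0557) or KO ZT12 replicate A (0.0632). Its rhythm did not differ detectably between genotypes (adjusted p 0.821).

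The difference in rhythm passed for 7 clock genes over all genes, which were Arntl, Npas2, Per3, Dbp, Tef, Nfil3 and Ciart, and for 12 adjusted over the list alone. For these 7 the adjusted p-values ranged from 1.04e-09 for Arntl to 0.0089 for Ciart. Dbp had 6.04 log2 units in WT and 0.63 (SE 0.24) in KO, with an adjusted p for the difference of 1.51e-09. Without the library labelled KO ZT4 replicate A, Cry1 (adjusted p 0.000553), Cry2 (0.0137) and Nr1d1 (9.29e-06) passed too, against 0.363, 0.378 and 0.0871 with it. Clock passed under median-of-ratios scaling (0.0342), without KO ZT4 replicate B (0.0367) and without KO ZT8 replicate A (0.0474), against 0.0756.

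**Figure D2:**
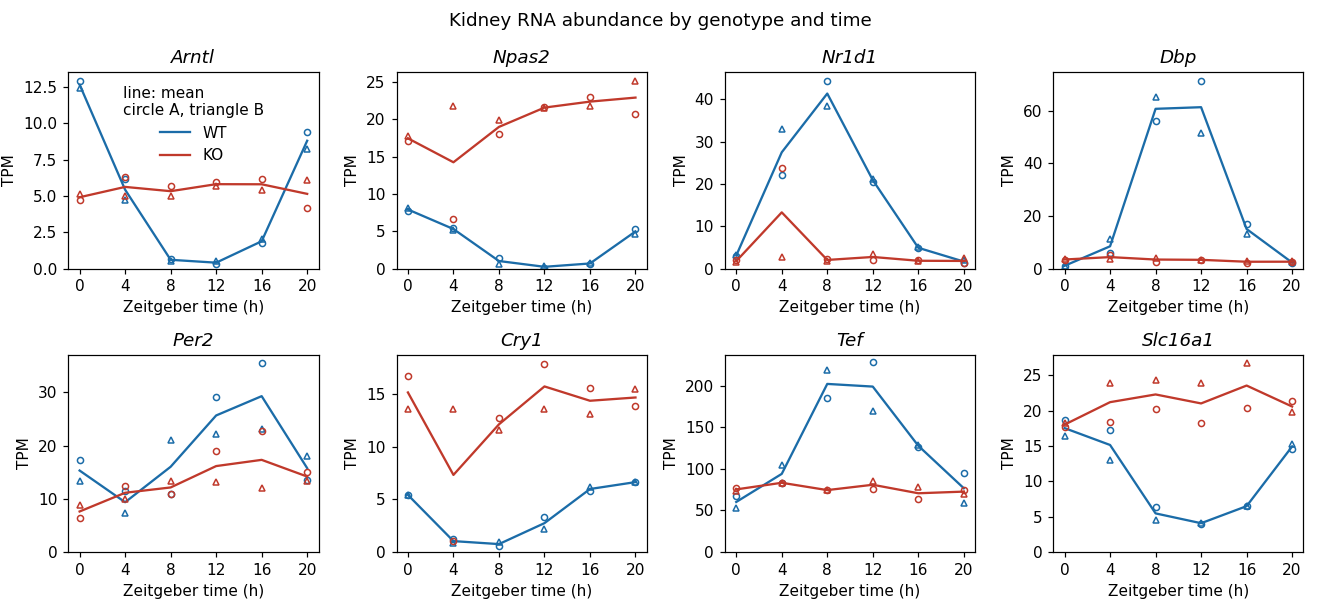
TPM of 8 genes against zeitgeber time in hours, with a line through the mean of 2 libraries per group, circles for replicate A and triangles for replicate B. The KO circle at ZT4 lies at the WT level for Cry1 (1.03 TPM) and Nr1d1 (23.9 TPM).

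Of the gene lists fixed in advance, the heat shock list had 6 of 10 genes rhythmic in WT, over all genes and adjusted over the list alone. In KO it had 2 over all genes and 3 adjusted over the list alone. None of the 10 had a different rhythm by either count (2 at an unadjusted p under 0.05). Both cold-induced genes, Cirbp and Rbm3, were rhythmic in WT and neither was in KO (1 unadjusted). Their difference passed for 0 over all genes (2 unadjusted) and for 2 adjusted over the list alone. The sterol synthesis list had 7 of 10 rhythmic in WT over all genes and 10 adjusted over the list alone. In KO it had 7 and 9. The renal transport list had 4 of 12 rhythmic in WT over all genes and 6 adjusted over the list alone. In KO it had 0 (5 unadjusted) and 2, and for the difference 0 by either count (3 unadjusted).

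A model choice per gene placed 1158 genes in a class rhythmic in WT only, 1737 in a class with the same rhythm in both genotypes, 596 in a class rhythmic in KO only and 400 in a class with a different rhythm in each. Without a rhythm were 4086 genes, and 4897 (38%) were placed in no class at a weight of at least 0.6. At a weight of at least 0.8 the 4 rhythmic classes held 508, 871, 234 and 186 genes. On simulated data 63.7% of placements in the WT-only class, 55% in the shared class and 65.7% in the KO-only class were genes simulated with another pattern. That simulation held 200 genes per class among 12874, at 1 log2 unit and with 1 spread per gene for both genotypes. Such shares depend on those settings, so they are not the error rates of the classes above.

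The 4C-seq comparison asked where chromatin contacts of a bait differ between liver and kidney. For each of the 5 baits, the authors' deposited table held 1 smoothed signal per tissue and restriction fragment, so no spread between libraries was at hand. The regions below were built from the p-values in the authors' deposited tables, adjusted within each bait, and joined across gaps of up to 10 kb. Positions are on GRCm38, matched from the fragment offsets. Z-scores of neighbouring fragments correlated at 0.984 to 0.993, so the fragments of a region are not independent.

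From the authors' deposited table for the Mreg bait (chromosome 1, 72212660, 354 bp from the Mreg start site), 2 regions were found, both with more signal in liver. The region from 72138524 to 72198506 overlapped Mreg and peaked at an offset of -44.2 kb, where the signal was 0.574 in liver and 0.25 in kidney (Z 8.27, adjusted p 3.52e-11). The other, from 71645204 to 71653992, lay over Fn1, with a peak signal of 0.243 in liver and 0.077 in kidney (adjusted p 3.56e-03). From the authors' deposited table for the Slc44a1 bait (chromosome 4, 53440213, 200 bp from the start site), 2 regions were found, both with more signal in liver. The region from 53379690 to 53425940 overlapped no annotated protein-coding gene and had a peak signal of 1.01 in liver and 0.702 in kidney (Z 7.04, adjusted p 1.74e-07). The other, from 53235382 to 53238110, also overlapped no protein-coding gene (Z 4.18, adjusted p 5.07e-03). Other kinds of gene were not examined.

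From the authors' deposited table for the Pi3kap1 bait (chromosome 19, 41384766, 330 bp from the Pik3ap1 start site), 16 regions were found, 9 with more signal in liver and 7 with more in kidney. The region from 41300714 to 41357579, within Pik3ap1, had a peak signal of 1.13 in liver and 0.574 in kidney (Z 9.58, adjusted p 1.61e-13). The region from 41258636 to 41277562, overlapping Tm9sf3 and Pik3ap1, had the next smallest p among regions (Z 5.15, adjusted p 5.72e-05). At an adjusted p-value under 0.01, the authors' deposited table gave 7 regions for this bait, 6 with more signal in liver and 1 with more in kidney. Joined across up to 30 kb, the fragments gave 9 regions, 2 with more signal in liver and 7 with more in kidney.

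Slc45a3 was read from 2 baits 8444 bp apart. From the authors' deposited table for the short bait (chromosome 1, 131971381), 5 regions were found, 3 with more signal in liver and 2 with more in kidney. The region from 131936242 to 131944066 had a peak signal of 1.16 in liver and 0.894 in kidney (Z 6.97, adjusted p 2.79e-07). The region from 131982864 to 131994572 had 0.953 in liver and 0.649 in kidney (Z 6.64, adjusted p 5.89e-07). From the authors' deposited table for the long bait (chromosome 1, 131962937), 0 regions were found (135 fragments at an unadjusted p under 0.05). At the peaks of the 5 short-bait regions, the long bait's Z had the same sign in 5 of 5 and ranged from -1.02 to 2.05, with adjusted p-values of 1. The difference between the baits was not tested.

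**Figure D3:**
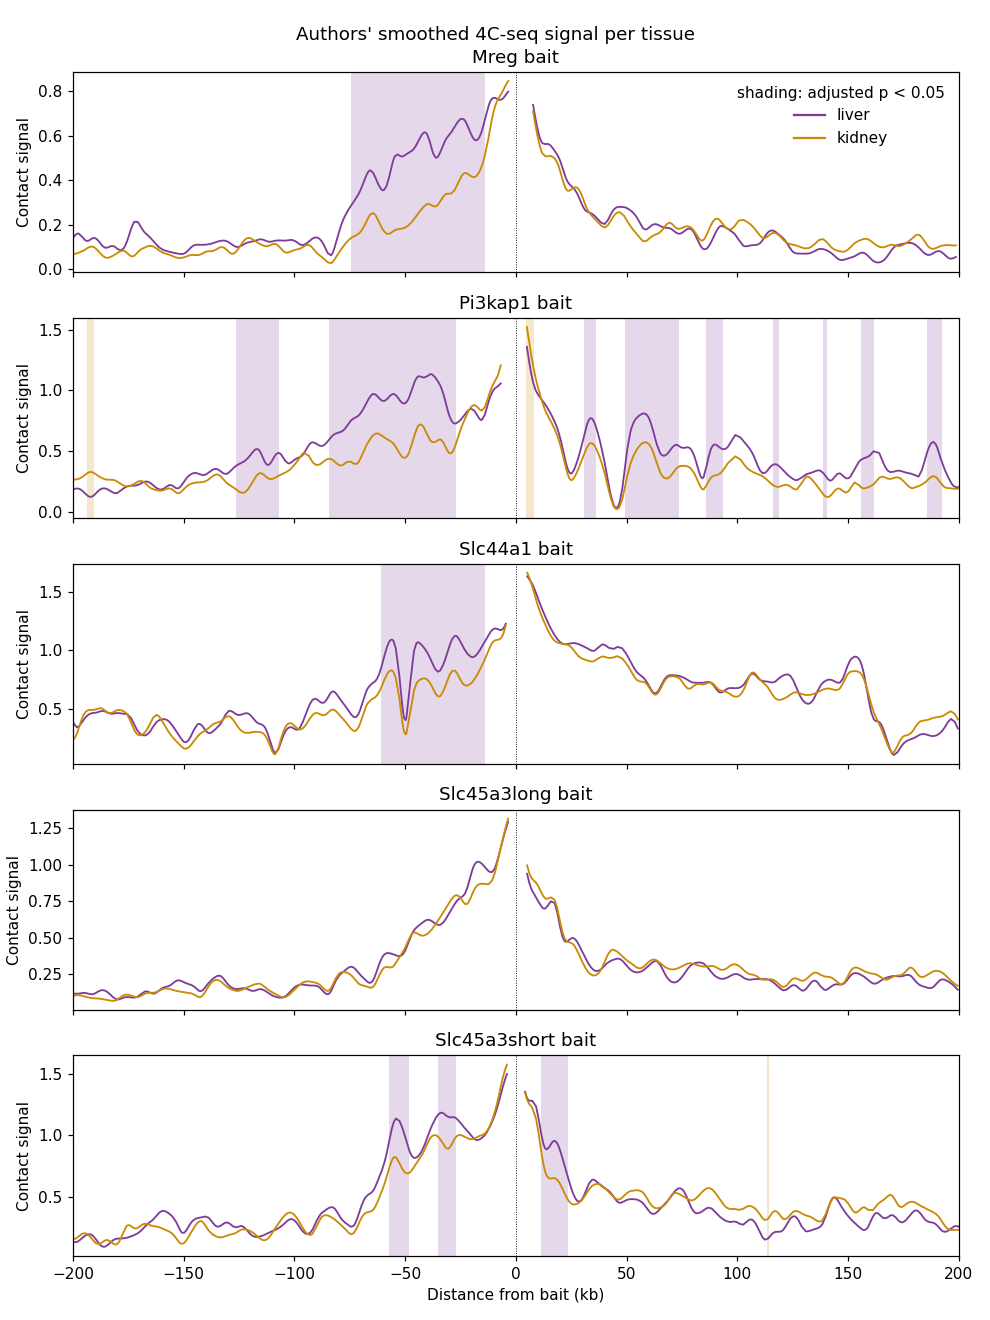
Smoothed contact signal from the authors' deposited tables in liver and kidney against distance from the bait in kb, within 200 kb of each of the 5 baits. Shading marks regions with an adjusted p-value under 0.05, in the colour of the tissue with more signal, and the long Slc45a3 bait has 0.

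In the kidney RNA, Slc45a3 (ENSMUSG00000026435) was higher in KO by 0.97 log2 units (SE 0.12, adjusted p 3.04e-06) at 6 of 6 time points, with 10.1 TPM ± 1.93 (SD, n = 12) in WT and 20.3 ± 5.67 (SD, n = 12) in KO. Slc44a1 (ENSMUSG00000028412) rose by 0.25 log2 units (SE 0.05, adjusted p 0.000451) and Mreg (ENSMUSG00000039395) by 0.28 (SE 0.11, adjusted p 0.0319). Neither passed under median-of-ratios scaling (adjusted p 0.0501 for Slc44a1 and 0.293 for Mreg), and Mreg also did not pass without any 1 of 10 libraries or without time in the model (0.0685). None of the 3 was rhythmic in WT or KO at an adjusted p-value under 0.05 in the fit of all 24 libraries (1 in WT and 1 in KO at an unadjusted p under 0.05). In the fit of WT alone, Slc45a3 passed (adjusted p 0.0126), and in the fit of all libraries without the library labelled KO ZT4 replicate A it also passed in WT (0.0497). Pik3ap1 had a mean of 0.472 TPM and was not tested.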

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

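Of the tests in this part, the splits with genotype means removed and the block within each genotype were chosen only after the result was seen.

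The daily rhythm differed between KO and WT for 81 genes at an adjusted p-value under 0.05, by a test of the difference itself, and for 1758 at an unadjusted p under 0.05. Among the genes named by the rule, the adjusted p-values for the difference were 1.04e-09 for Arntl, 9.96e-06 for Npas2, 5.87e-05 for Per3, 1.51e-09 for Dbp, 0.000163 for Tef, 4.39e-06 for Nfil3 and 0.0089 for Ciart. They were 5.42e-05 for Leo1, 5.5e-06 for Slc16a1 and 5.87e-05 for Ndrg1. In each of these 10 genes the peak-to-trough difference was smaller in KO. Each passed the threshold in all alternatives in which single genes were compared. Time as a 6-level factor was not among these, and under it 23 genes passed, 16 of them among the 81. The highest adjusted p-value in the alternatives compared was 0.0305 (Ciart, difference in rhythm, without KO ZT0 replicate B).

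Genotype labels were exchanged within time points to ask how often other splits of the 24 libraries gave as many genes. With the real split included, 5 of 100 splits gave at least 81. One of those other splits gave 5861 genes. An exchange that follows the time of day turns the difference in level between genotypes into a difference in rhythm, and such splits can exceed the real one for that reason. This version therefore decides nothing about chance. With each gene centred within its genotype first, 1 of 100 splits, the real one, gave as many, and the highest of the others gave 8. The second version, chosen after the first had been seen, argues against chance for the count.

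Of the technical explanations, the scaling of TPM leaves 71 of the 81 genes past the threshold, with 116 in all under median-of-ratios scaling. The library labelled KO ZT4 replicate A carries values near those of WT, and such a library might lower the count. Without it 112 genes passed, 73 of them among the 81. The labels give no batch. In WT the libraries A and B differed in the same direction at 6 of 6 time points on principal components 1 and 2, which might mark one. With the letter as a block within each genotype, chosen after seeing the data, 74 genes passed, 63 of them among the 81. The loss of Arntl function is the biological explanation that the design gives. It is kept as a hypothesis, since other differences between the KO and WT animals were not measured.

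Transcripts that no gene of the annotation matched were outside the comparisons of the report. Of 524 with a mean of at least 1 TPM, 26 (5%) were rhythmic in WT at an adjusted p-value under 0.05, against 13.7% of genes, and 82 at an unadjusted p under 0.05. In KO, 1 passed (47 unadjusted), and the difference in rhythm passed for 5 (35 unadjusted). With time labels exchanged within genotypes, 1 of 100 orders, the real one, gave as many in WT, and the highest of the others gave 14. A trend over the day in the whole unmatched share would place the peaks together. Within any 6 h of the day at most 61.5% of the 26 peaks fell, under the 80% set beforehand for such a trend. Identifiers retired from the annotation would leave such transcripts unmatched, which was not tested. No biological explanation was tested.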

How the results depend on the processing

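The planned window comparisons of the 4C-seq libraries and all their alternatives, including the replicate block and leaving out each library, were not run, since the deposited tables hold 1 pooled value per tissue. No paired analysis was possible because those tables do not separate the libraries. The planned models for counts were not run either, since no file holds counts.

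The genotype count was within 1.5 times of 7844 in all alternatives tried, from 5700 (median-of-ratios scaling) to 8823 (no filter), and from 7410 to 8101 across the 24 fits that each left out 1 library. The scaling did change the split by direction, from 83.6% higher in KO to 67.6% (without the 20 most abundant genes, chosen after seeing the data) and 49.9% (median-of-ratios). The rhythm counts kept within 1.5 times of their values under both other pseudocounts, a mean of at least 5 TPM, median-of-ratios scaling, eBayes without its options (54 for the difference) and the replicate block (1842 in WT, 525 in KO and 76 for the difference). The block gave 7873 genes for genotype. Over all groups the letters did not pair the libraries, since their differences correlated at a median of 0.02 (-0.32 to 0.34 over 66 pairs). Within WT the median was 0.2 (0.03 to 0.34, with 14 of 15 pairs over 0.1), and within KO 0.02 (-0.2 to 0.22, 2 of 15). In WT, A was above B at 6 of 6 time points on principal components 1 and 2, and had fewer genes at 1 TPM or more at 6 of 6, so the letters mark a shared difference there. A block within each genotype (chosen after seeing the data) gave 7900 genes for genotype, 1791 in WT, 508 in KO and 74 for the difference, and 1280, 1870, 712 and 587 in the WT-only, shared, KO-only and different classes. All were within 1.5 times.

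With no filter, 295 genes were rhythmic in KO, 43 differed in rhythm and 981 were in the KO-only class, with 24733 genes tested. With time as a 6-level factor, 576 were rhythmic in WT, 28 in KO and 23 differed, with more terms to estimate. Fitted alone, WT gave 2843 genes and KO 12, or 11 without the library labelled KO ZT4 replicate A (chosen after seeing the data). The spread in KO was larger (a median residual SD of 0.17 log2 units against 0.13), and each fit alone has fewer libraries. A minimum of 1 log2 unit gave 211, 71 and 40 genes for WT, KO and the difference, and an adjusted p-value under 0.01 gave 704, 83 and 27, by construction. A weight of at least 0.8 gave 508, 871, 234 and 186 genes for the WT-only, shared, KO-only and different classes, also by construction. The Akaike criterion placed 970 genes in the different class, and the cause was not tested.

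Across the 24 fits that each left out 1 library, WT counts ran from 1194 to 2140. KO counts ran from 272 (without KO ZT0 replicate B) to 626 (without KO ZT0 replicate A), 2 of them beyond 1.5 times. Counts of the difference ran from 37 (without WT ZT4 replicate B) to 112 (without the library labelled KO ZT4 replicate A), 6 of them beyond 1.5 times. Class counts ran from 966 to 1266 (WT-only), 1577 to 2051 (shared), 559 to 765 (KO-only) and 348 to 489 (different).

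Of 3000 comparisons of single named genes, 2955 kept their direction and side of the threshold, 24 no longer passed (18 from leaving out 1 library), 17 newly passed (14 from leaving out 1 library) and 4 reversed. Hlf went from a log2 change of 0.12 to -0.02 under median-of-ratios scaling, which moves the median of all genes by a similar amount. Per1, at -0.05, ran from -0.12 to 0.07 across the fits that left out 1 library, with values of 0.04, 0.07 and 0.01 without WT ZT12 replicate A, KO ZT12 replicate B and KO ZT20 replicate B. None of these 4 values passed a threshold, and the cause was not tested.

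The alternatives for the regions from the authors' deposited tables were chosen after seeing the data. Without the 100 kb on either side, the Mreg bait kept 1 region, Slc44a1 1 and short Slc45a3 2, both higher in kidney, against 3 higher in liver and 2 in kidney before. For Pi3kap1, 16 regions (9 higher in liver, 7 in kidney) became 7 (6 and 1) at an adjusted p-value under 0.01, 8 (7 and 1) at an unadjusted p under 0.0001 and 9 (2 and 7) when joined across 30 kb. Without the 100 kb on either side of this bait, 11 regions were found, 5 higher in liver and 6 in kidney. The balance of directions for this bait thus depended on the threshold, the joining and the fragments near the bait. For long Slc45a3, 0 became 1 at an unadjusted p under 0.0001. Changed thresholds, fewer fragments or longer joins explain these counts by construction. TPM carry no depth, so what depth limits cannot be stated.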

Other observations

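In this part, the rescaling without the 20 most abundant genes, the share of genes between the genotypes and the test on the long Slc45a3 bait were chosen only after the result was seen, and the lists of sex-linked and sex-biased genes were written after other genes had been looked at.

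Other splits of the same 24 libraries were counted for each genome-wide result. With genotype labels exchanged within time points, 1 of 100 splits, the real one, gave as many genes differing in level, and the highest of the others gave 2001. With time labels exchanged within genotypes, 1 of 100 gave as many genes rhythmic in WT (highest other 556) and 1 of 100 as many in KO (highest other 42). The same holds for the WT-only class (1 of 100, highest other 1055), the shared class (1 of 100, highest other 1043) and the different class (1 of 100, highest other 193). For the KO-only class 37 of 100 splits gave at least 596 genes, with a median of 479 in the others, so chance accounts for a count of that size.

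Most genes past the threshold were higher in KO as deposited. Under median-of-ratios scaling 49.9% were higher, but that scaling centres the changes and fixes the outcome, so it decides nothing about the cause. Rescaling each library without the 20 most abundant genes lowered the median log2 change of all genes from 0.148 to 0.061, under the limit of 0.5 of its value. A smaller share of TPM on those genes in KO, 48.2% against 51.2%, is a candidate explanation for part of the shift. It leaves 67.6% of genes past the threshold higher in KO. Why the share differed was not tested.

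The library labelled KO ZT4 replicate A lay near the WT libraries. On a scale from WT (0) to KO (1), 30 genes within 10 Mb of Arntl that differ between genotypes had a median of 0.12 (quartiles -0.04 to 0.22), and 1494 genes elsewhere 0.13. For the same measure the WT libraries ranged from -0.2 to 0.22 near Arntl and the other KO libraries from 0.87 to 1.3. This is consistent with a wild-type animal under a knockout label. The criterion written beforehand for a heterozygous animal, a median of 0.3 to 0.7 near Arntl, was not met, which argues against that reading for these genes as a set. Of genes seen earlier, Rps15a-ps8 lay at 0.38, St3gal6 at 0.51, Arl6ip1 at 0.42 and Ildr1 at 0.08. At 1.86 TPM Rps15a-ps8 lay above the WT maximum of 0.615, and St3gal6 at 17.2 above that of 15. Arl6ip1 at 210 lay below the WT minimum of 216, and Ildr1 at 7.99 within the WT range. Ranking with this library counted as KO favours values away from WT. Rps15a-ps8, St3gal6 and Arl6ip1 also passed when genes were chosen without it, so the ranking alone does not account for them. They lay in the range set for a heterozygous animal, but are few and were seen before the test, so they decide neither reading. Chosen without this library, 4 of 31 genes near Arntl (12.9%) lay at 0.3 to 0.7, against 20.7% elsewhere and 3.4% to 34.5% near Arntl in the WT libraries. A mixture of WT and KO RNA would place both sets level, and they lay -0.01 apart, against up to 0.24 in other libraries. A small admixture of KO RNA cannot be told apart from a wild-type animal, since both place the 2 positions near 0. An exchange of tubes is also possible and was not tested.

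The count of genes rhythmic in KO changed when 1 library was left out. That the library labelled KO ZT4 replicate A drives this was tested by leaving it out, which gave 483 genes against 468, with 347 in common. Leaving out KO ZT0 replicate B (272) or KO ZT0 replicate A (626) moved it further, so that library is not what makes the count unstable.

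The library labelled KO ZT12 replicate A held little of the Y-linked transcripts. Ddx3y was at 0.099 TPM, against 12.6 to 17.5 in the other KO libraries, Eif2s3y at 0.288 against 26.8 to 38.8, and Uty at 0.655 against 5.85 to 7.68. Kdm5d was at 2.27 against 4.46 to 5.42. The labels give no sex. A female animal is a candidate explanation. The prewritten criterion asked for Y-linked genes near 0. It was computed on Kdm5d and Uty, and both lay above the limit used. It was therefore not met in full, and the reading was left open after the outcome was known. Male-high kidney genes had a median of -1.74 log2 units relative to the KO mean in this library, against -1.1 to 2.22 in the other KO libraries. A shallow library would have lost many genes at a similar level. In this library 18 of 6648 such genes were lost, against 4 to 18 in the other libraries, which argues against that explanation. A mix-up of animals was not tested.

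Male-high kidney genes were lower in KO. The 9 genes had a median log2 change of -2.31, all 9 lower, below each of 10000 random lists matched on expression, whose median was 0.14. The library labelled KO ZT4 replicate A, at 2.22 log2 units relative to the KO mean, lay within the WT range of 1.98 to 2.66. Without the library labelled KO ZT12 replicate A the median change was -2.22, so that library does not account for it. The 6 female-high genes had a median of 2.58, at percentile 100 of the random lists, with 4 higher and Cyp2a4 and Slc22a7 lower. Under median-of-ratios scaling the medians were -2.45 and 2.44. Lower androgen action in the KO kidney may explain both, as a hypothesis. The 2 listed female-high genes that fell count against it only if that listing holds in these kidneys, which was not tested. In the library labelled KO ZT12 replicate A, with little Y-linked RNA, Cyp2a4 was at 2.82 TPM, against 2.9 to 177 in the other KO libraries. Slc22a7 was at 34.3 TPM there, against 13.6 to 109.5. Kap and Slco1a1 were seen first and left out of the lists. The labels give no sex. Ddx3y averaged 13.7 TPM in WT (SD 1.23, n = 12) and was 12.6 to 17.5 in the other 11 KO libraries. With the -2.22 above, this argues against a difference in sex composition as the cause. Hormones were not measured, so other differences between the animals stay open.

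Liver contact exceeded kidney contact near several baits. From the authors' deposited tables, the median Z within 5 to 50 kb was 1.19 for Mreg, 1.52 for Pi3kap1, 1.91 for Slc44a1 and 1.09 for short Slc45a3. At the long Slc45a3 bait, 8444 bp from the short one, it was 0.13. A tissue-wide difference in signal near any bait cannot be told apart from differences at single baits. That 1 bait was already seen not to show the pattern, its pooled value has no spread, and the difference between the 2 baits was not tested. Its Z at the peaks of the short bait's 3 liver-high regions was 1.35, 2.05 and 1.36, which goes with a shared difference. Differences between libraries of a bait cannot be weighed from pooled values. No biological explanation was tested.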
